A study of Mus musculus with 16 samples.

How the data were processed

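The data are counts of RNA sequencing reads per gene in 16 mouse libraries, 4 in each of 4 groups. The groups and replicate numbers were taken from the library titles and descriptions. The authors deposited 2 tables of raw counts, 1 for each line, with 49585 Ensembl gene identifiers in the same order and 8 libraries per table, per the file headers. The values were whole numbers that summed to between 23450746 and 28601284 per library, and no normalization had been applied. Per the labels' protocols, total RNA was used with standard Illumina library preparation. The aligner, the counting program, the genome build, the annotation release and the use of strand are not stated. Reads shared between near-identical genes can therefore have been assigned, split or dropped in an unknown way, and overlapping genes can share reads. Per the labels, the tissue was bones, and the cells were described as sorted. The sorting gates, and whether all libraries were made at the same time, are not stated either.

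Gene symbols came from a table of GENCODE M21 names, which matched 49326 of the 49585 identifiers, and the 259 unmatched identifiers held 0.00714% of counts. Coordinates and exon overlaps came from the GENCODE M21 annotation of GRCm38, and the tables themselves hold none. The identity of pseudogenes to their parent genes was measured with blastn 2.17.0 on GENCODE M21 transcripts.

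The main test was fixed before the data were examined, as were the gene lists, the rule for naming genes and all but 2 of the alternatives. Genes were filtered with filterByExpr of edgeR 4.0.16 on the groups, library sizes were scaled with TMM, dispersions were estimated with estimateDisp, and glmQLFit (robust) and glmQLFTest gave two-sided p values. These were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were computed from the quasi-likelihood F statistic. P2KO was compared with P2WT, and P2H2KO with P2H2WT, each in a fit of its own 8 libraries. The difference of the effects was the contrast (P2KO minus P2WT) minus (P2H2KO minus P2H2WT) in a fit of all 16 libraries, in which any difference between the tables that is common to both genotypes cancels. P2WT was compared with P2H2WT as a gauge of the difference between lines. The CPM values shown are counts relative to the TMM-scaled library size (the usual CPM unit) from the fit of all 16 libraries, computed here from the deposited counts.

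The 13 gene lists tested were written from general knowledge of the genes. They comprised 4 study lists (HIF targets, glycolysis, adhesion and chemotaxis, and 1 that is not reported here but stays in the adjustments and in the counts of lists and relations), 5 lists of cell states (early granule, late granule, mature neutrophil, cell cycle, interferon) and 4 lists of other cell types (erythroid, B cell, T and NK cell, monocyte and macrophage). Camera of limma 3.58.1 was used on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, and p values were adjusted over the lists within a comparison. The score of a list in a library is the mean log2 CPM of its genes, computed here from the deposited counts. An endothelial and a bone stroma list were added after genes that differed between P2WT and P2H2WT had been seen. Targeted genes were tested with exact two-sided permutation tests of log2(CPM + 1) over all splits of 4 against 4 libraries in R 4.3.3. P values of correlations between these scores used all pairings for 8 libraries and 100000 seeded permutations for 16, with numpy 2.4.6 and scipy 1.17.1.

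Named genes were Egln1, Epas1, Rhoa and the sex-linked genes. In each of the first 3 comparisons, up to 5 genes with the largest positive and 5 with the largest negative change were added. These had to have an adjusted p under 0.05, a mean of at least 5 CPM in the higher group and, within a line, no overlap between the groups, and predicted genes and antigen receptor segments were left out. From each study list up to 5 genes with p adjusted over the list alone under 0.05 were added. A gene outside this rule is named with a statement that it was chosen after its values were seen. A locus examined in that way, with 3 tests, is not reported here.

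The procedure was tested on simulated counts drawn from the means, library sizes and dispersions of the real libraries, with 200 changed genes. In the comparison of P2KO with P2WT, 46% of 50 genes with a true log2 change of 0.5 were called, 88% at 1, 100% at 1.5 and 100% at 2. Of 13361 unchanged genes, 11 were called. A list shifted by 0.3 was found, and 0 of the 12 lists left unshifted were called. The simulated genes varied independently, whereas real genes vary together with the cell content of a library, so the list tests of the simulation do not gauge false calls in the real libraries. Among unchanged simulated genes 4.79% had an unadjusted p under 0.05, against 3.49% of all genes in the real comparison of P2KO with P2WT. The shares called in the simulation may therefore be too high for the real libraries.

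The alternatives were size factors of the DESeq2 type (RLE), upper-quartile factors, no filter, at least 10 counts in every library, DESeq2 1.42.0, the title suffix as a covariate, a fit that was not robust, counts without haemoglobin and mitochondrial genes, a single fit of all 16 libraries, and leaving out each library in turn. For lists, fry and camera with an estimated correlation were added. After the data had been seen, the erythroid and late granule scores were tried as covariates in all comparisons of deficient with wild-type libraries, and in the P2H2 line and the contrast the title numbers 11 to 14 against 15 to 18 of the P2H2 line as a covariate. No replicate number occurs in more than 1 group, so no pairing was modelled. The libraries held 23450746 counts or more each. The median standard error of the log2 fold change of genes at a mean of 5 CPM or more was 0.098 in the P2 line, 0.11 in the P2H2 line and 0.15 for the contrast. Counting error (Poisson) made up a median of 11.1%, 9.78% and 9.95% of the squared standard error of these genes, and 32.3%, 28.9% and 29.4% for those below 10 CPM.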

Results

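RNA sequencing libraries were made from cells described as neutrophils sorted by flow cytometry, taken from the bones of C57BL/6 mice. Neutrophils are short-lived white blood cells that are formed in the bone marrow and migrate to sites of infection. The design set 2 mouse lines against their own wild-type controls. In the first line the oxygen sensor PHD2, encoded by Egln1, was labelled as deleted with Vav:cre, a recombinase expressed in blood-forming cells (P2KO, with controls P2WT). In the other line PHD2 and HIF2α, encoded by Epas1, were labelled as deleted together (P2H2KO, with controls P2H2WT). PHD2 marks the α subunits of the hypoxia-inducible transcription factors HIF1 and HIF2 for degradation. Each of the 4 groups held 4 libraries, taken here as 1 per mouse, and no replicate number was shared between groups. The title of the series places the study in the question of how HIF2α affects the movement of neutrophils, so the comparisons asked which transcripts change without PHD2 and which of these changes depend on HIF2α.

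The total count per library ranged from 23450746 to 28601284 over the 16 libraries, and between 19611 and 20439 genes had at least 1 count. The 10 most abundant genes of a library took 7.40% to 11.4% of its counts. The 24 pairs of libraries within groups correlated with r between 0.977 and 0.993 across genes on the log2 CPM scale. Their counts differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 11.5 or more, so none looked like 1 library deposited again. That each library came from another mouse was taken from the separate titles and not tested. The m and f suffixes of the library titles matched the counts of sex-linked genes in all 16 libraries. The Y-linked gene Ddx3y had 1307 to 1840 counts in the 10 libraries with suffix m and 0 to 1 in the 6 with suffix f, whereas Xist, which is expressed from the inactive X chromosome, had 0 to 3 and 2598 to 6200 counts. The suffixes were not balanced, with 3 m libraries in P2KO and in P2H2WT and 2 in P2WT and in P2H2KO. The first principal component of log2 CPM held 27.1% of the variance. It placed all 8 libraries of the P2 line between -43.95 and -1.87 and all 8 of the P2H2 line between 0.73 and 38.2. The lines thus did not overlap on this axis while the genotypes did, but the gap was small beside the spread within each line. From the lowest to the highest library on the axis, the cell cycle score went from 8.38 (P2KO replicate 9) to 7.99 (P2KO replicate 6) in the P2 line. In the P2H2 line it went from 8.29 (P2H2WT replicate 14) to 7.83 (P2H2KO replicate 15). The axis therefore does not stand for the line alone.

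The targeted genes were examined first. Egln1 (chromosome 8, 124908587 to 124949324, minus strand; coordinates of all genes are those of GENCODE M21 on GRCm38, and the build used by the authors is not stated) did not differ between genotypes. It was at 49.5 ± 6.40 CPM (SD, n = 4) in P2KO and 48.7 ± 2.21 CPM in P2WT, with an exact two-sided permutation p of 0.857. In the other line it was at 53.2 ± 4.39 CPM in P2H2KO and 52.2 ± 2.97 CPM in P2H2WT, with an exact permutation p of 0.771. Epas1 (chromosome 17, 86753700 to 86833410, plus strand) was not lower in the libraries labelled as lacking HIF2α. It was at 5.65 ± 2.17 CPM in P2H2KO and 3.56 ± 1.02 CPM in P2H2WT (exact permutation p 0.171), and at 12.3 ± 8.22 CPM in P2KO and 10.03 ± 1.40 CPM in P2WT (exact permutation p 0.914). One library, P2KO replicate 9, had 24.4 CPM of Epas1, and without it the Epas1 log2 fold change in the P2 line turned from 0.30 to -0.27. With 4 libraries against 4, such a test cannot give a p below 0.0286. After Benjamini-Hochberg adjustment over the 18 exact permutation tests of HIF pathway genes and Rhoa, every p was 0.971. The counts are summed over whole genes and do not show single exons, so the targeted genes did not check the genotype labels. P2KO and P2H2KO therefore stand for the libraries labelled as deficient throughout, and every direction given rests on those labels.

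**Figure D1:**
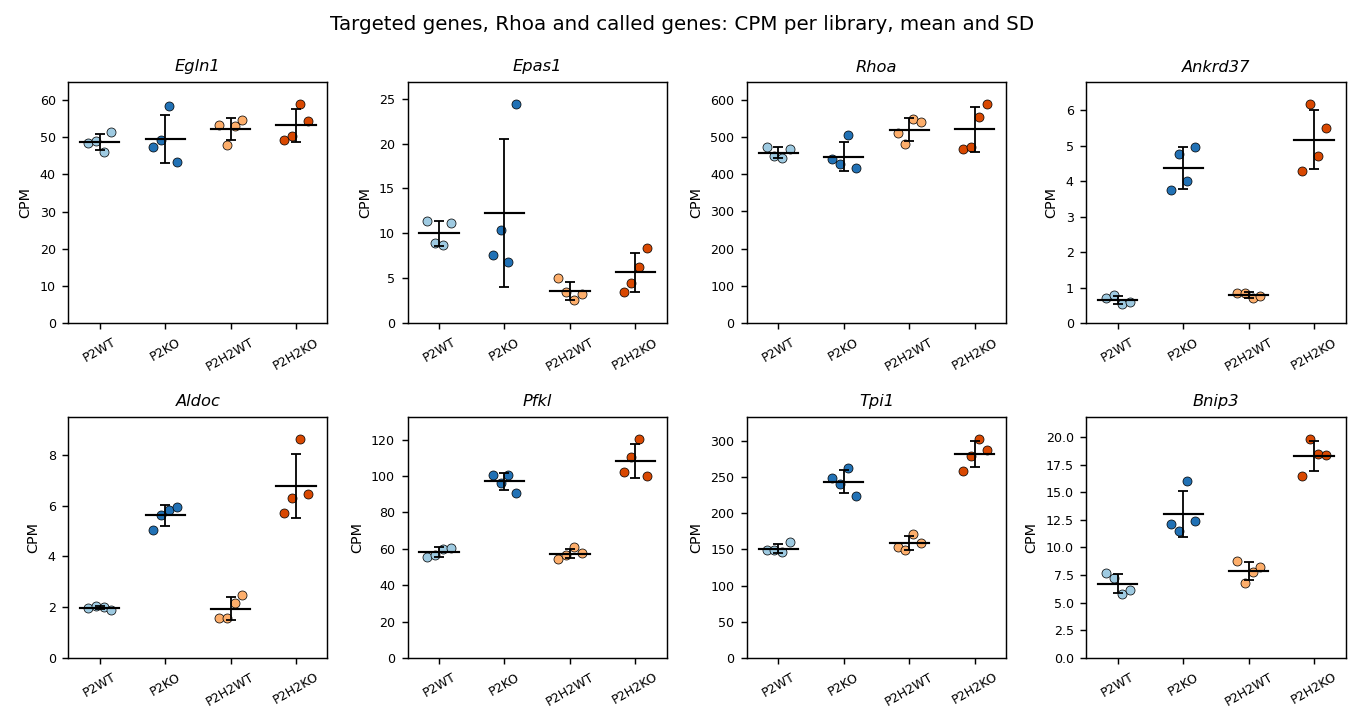
Normalised read counts (CPM, linear axis from 0) of 8 genes in each of the 16 libraries; points are libraries, horizontal lines are group means and bars are 1 SD (n = 4). Egln1, Epas1 and Rhoa overlap between genotypes in both lines, while Ankrd37, Aldoc, Pfkl, Tpi1 and Bnip3 are higher in every deficient library than in every wild-type library of the same line.

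The comparison of P2KO with P2WT asked which transcripts change without PHD2. Of 13734 genes tested, 6 had an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 were higher in P2KO. None was lower. At an unadjusted p under 0.05 there were 480 genes (3.49% of those tested), of which 205 were higher and 275 lower. DESeq2 in place of edgeR moved this count most among the alternatives fixed beforehand, to 23 genes with 13 higher and 10 lower, including all 6. Leaving out each library in turn gave 4 to 6 genes, all of them higher. The count at an unadjusted p under 0.05 was less stable in these fits. It ranged from 296 without P2WT replicate 7 to 1702 without P2KO replicate 6. The 6 genes were Gm6472, Ankrd37, Aldoc, Pfkl, Tpi1 and Grhpr, and Gm6472 and Ankrd37 had the largest changes.

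Aldoc (ENSMUSG00000017390, chromosome 11, 78322968 to 78327781), which encodes a glycolytic aldolase, rose from 1.97 ± 0.0633 to 5.607 ± 0.4004 CPM, a log2 fold change of 1.52 (SE 0.11, edgeR adjusted p 0.00104). Pfkl (chromosome 10, 77986947 to 78010083), which encodes a phosphofructokinase, rose from 58.2 ± 2.56 to 97.0 ± 4.68 CPM, a log2 fold change of 0.75 (SE 0.061, edgeR adjusted p 0.00198). Tpi1 (chromosome 6, 124810586 to 124814296) had a log2 fold change of 0.70 (SE 0.072) and Grhpr (chromosome 4, 44981395 to 44990734) one of 0.69 (SE 0.085), with edgeR adjusted p values of 0.0105 and 0.0405. Ankrd37 (chromosome 8, 45996902 to 46005707), a gene of the HIF target list, rose from 0.657 ± 0.120 to 4.37 ± 0.583 CPM, a log2 fold change of 2.73 (SE 0.18, edgeR adjusted p 0.000665). In all 6 genes each P2KO library lay above each P2WT library. An arbitrary gene separates by chance, in either direction, in 2.86% of cases. These genes were picked for a small p in the same libraries, so their separation is no further evidence. Leaving out single libraries kept the calls of Gm6472, Ankrd37, Aldoc and Pfkl in all 8 fits, that of Tpi1 in 4 and that of Grhpr in 1. Exons of Ankrd37 overlap those of Lrp2bp and Ufsp2, and exons of Tpi1 overlap those of Spsb2. Whether the counting used the strand is not stated, so the counts of both genes are uncertain to that extent.

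Gm6472 (chromosome X, 152909505 to 152910155) lies outside the rule by which genes were named and was chosen after its values were seen, because it had the smallest p in both lines. It is annotated as a transcribed processed pseudogene, 99.4% identical over 651 bases to a transcript of the ribosomal protein gene Rps7, so its counts depend on how reads shared with Rps7 were assigned. It rose from 1.07 ± 0.0451 to 12.4 ± 1.45 CPM in the P2 line (log2 fold change 3.54, SE 0.12, edgeR adjusted p 3.33e-06) and from 1.27 ± 0.203 to 14.1 ± 0.719 CPM in the P2H2 line (log2 fold change 3.46, SE 0.13, edgeR adjusted p 8.07e-06).

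The comparison of P2H2KO with P2H2WT asked which transcripts change when HIF2α is missing as well. Of 13435 genes tested, 10 had an adjusted p under 0.05 in the same edgeR test, again all higher in the deficient libraries, and 354 had an unadjusted p under 0.05 (218 higher, 136 lower). DESeq2 moved this count most, to 42 genes with 33 higher and 9 lower, including all 10. The 10 genes were Gm6472, Ankrd37, Aldoc, Bnip3, Egln3, Dubr, P4ha1, Pfkl, Tpi1 and Pdk1. Leaving out each library in turn gave 6 to 9 genes, all higher, and the count of 6 came without P2H2WT replicate 13. The calls of Gm6472, Ankrd37, Bnip3, Egln3, Pfkl and Tpi1 held in all 8 of these fits, those of P4ha1, Aldoc, Dubr and Pdk1 in 5, 4, 1 and 0.

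After Gm6472, the largest changes among the called genes of the P2H2 line were in Ankrd37, from 0.790 ± 0.0734 to 5.16 ± 0.837 CPM (log2 fold change 2.70, SE 0.17, edgeR adjusted p 0.000414), and in Aldoc, from 1.94 ± 0.450 to 6.77 ± 1.28 CPM (log2 fold change 1.80, SE 0.20, edgeR adjusted p 0.0106). Bnip3 (chromosome 7, 138890836 to 138909519; its exons overlap Gm45507) rose from 7.87 ± 0.843 to 18.3 ± 1.39 CPM, with a log2 fold change of 1.21 (SE 0.10). Egln3 (chromosome 12, 54178981 to 54203860), which encodes a prolyl hydroxylase related to PHD2, rose from 11.2 ± 0.741 to 23.8 ± 2.73 CPM, with a log2 fold change of 1.08 (SE 0.10). The long noncoding RNA Dubr (chromosome 16, 50719294 to 50732773; it overlaps Mir6363) had a log2 fold change of 0.97 (SE 0.13, edgeR adjusted p 0.0461). P4ha1, Pfkl, Tpi1 and Pdk1 had log2 fold changes of 0.96, 0.92, 0.83 and 0.70, with SE between 0.076 and 0.10.

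The 2 lines shared 5 of the 11 genes called in either, namely Gm6472, Ankrd37, Aldoc, Pfkl and Tpi1. The 1 gene called only in the P2 line and the 5 called only in the P2H2 line were higher in the other line too. A call in 1 line and not in the other is no evidence of a difference between them, and the difference of the effects was therefore tested directly over all 16 libraries. Of 14080 genes tested, 0 had an adjusted p under 0.05 for the contrast of the P2 effect with the P2H2 effect (edgeR, smallest adjusted p 0.999), and 212 genes (1.51%) had an unadjusted p under 0.05. The count stayed at 0 under the 10 alternative settings, a covariate for the title numbers of the P2H2 line among them, and in the 16 fits that each left out 1 library. In counts simulated from these libraries, with genes varying independently of each other, the same contrast called 18% of 50 genes with a true log2 difference of 0.5, 70% at 1 and 98% at 1.5. A true difference of 0.5 between the lines would thus mostly be missed with this number of libraries. The fold change was larger in the P2H2 line for 9 of the 11 called genes. Among these genes the contrast was between -0.34 and 0.060. For Bnip3 it was -0.26 (SE 0.17) and for Egln3 -0.34 (SE 0.18), neither past the threshold. None of the increases of P2KO was detectably smaller in P2H2KO, in which HIF2α was labelled as absent.

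**Figure D2:**
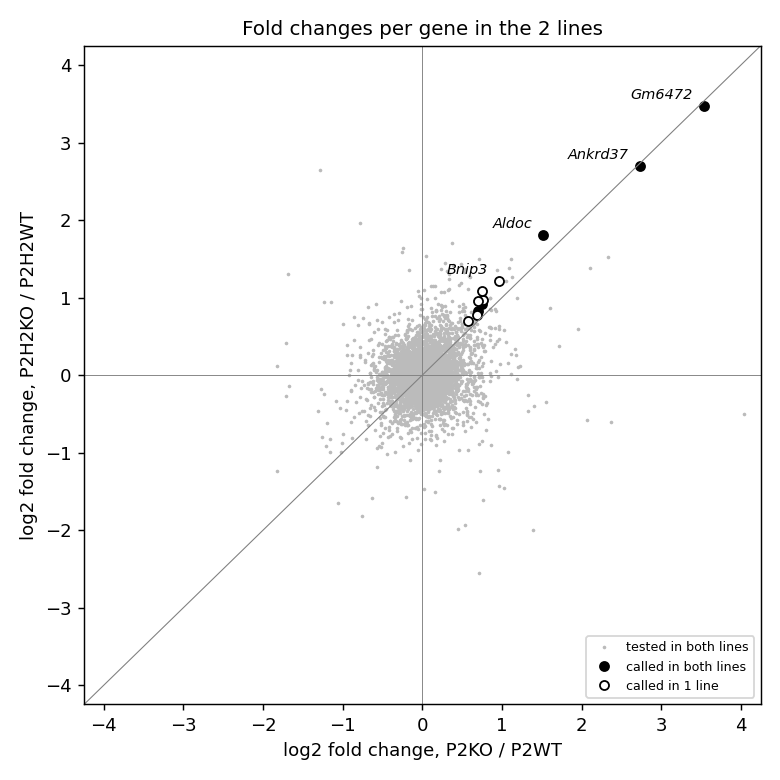
Log2 fold change of each of the 13314 genes tested in both lines, in the P2 line (horizontal axis) and in the P2H2 line (vertical axis); black points are the 5 genes called in both lines and open points the 6 called in 1 line. The called genes lie above 0 on both axes, while the other genes show little relation (r = 0.0907 over the 13303 genes not called).

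Across the 13314 genes tested in both lines, the log2 fold changes correlated with a Pearson r of 0.132 and a Spearman coefficient of -0.022. These are correlations across genes, which are not independent replicates. The lines have separate controls, and in 100 regroupings of the libraries within the lines, the real grouping included, 51 gave an absolute r as large. The genome-wide relation between the lines was therefore no larger than that of arbitrary groupings. Without the 11 called genes r was 0.0907. The suffix as a covariate gave 0.236, and leaving out single libraries gave values from 0.00379 without P2KO replicate 6 to 0.262 without P2H2KO replicate 15.

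Rhoa (chromosome 9, 108306129 to 108337934), which encodes a small GTPase of the actin cytoskeleton, did not differ between genotypes in either line. It was at 447 ± 39.4 CPM in P2KO and 458 ± 13.99 CPM in P2WT, and at 520 ± 60.1 CPM in P2H2KO and 519 ± 30.003 CPM in P2H2WT. Its log2 fold changes were -0.022 (SE 0.084) and 0.0031 (SE 0.098), and their contrast was -0.037 (SE 0.12, edgeR adjusted p 0.999). Between the wild-type groups every P2WT library lay below every P2H2WT library, with a log2 fold change of -0.19 (SE 0.068, unadjusted p 0.0206) that did not pass the threshold over all genes (edgeR adjusted p 0.315). Exons of Rhoa overlap those of Gm37401 and Tcta. The changes between genotypes had no stable sign, as the log2 fold change ranged from -0.034 to 0.0018 in the P2 line and from -0.055 to 0.0035 in the P2H2 line over the alternatives.

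Gene lists written before the data were examined were tested with camera, using its preset correlation between genes of 0.01, and each result was set against fry and against camera with an estimated correlation. The HIF target list (40 genes) was higher in both deficient groups. Its median log2 fold change was 0.17 in the P2 line, with 31 of 37 tested genes higher, and 0.19 in the P2H2 line, with 28 of 34 higher. The camera adjusted p was 4.38e-11 and 2.29e-23, the fry adjusted p 0.00358 and 0.000979, and the estimated correlation gave 0.00530 and 0.00309. With p adjusted over the list alone, 9 genes were called in each line, all higher, against 1 and 5 of the list with adjustment over all genes tested. In the P2 line these included P4ha1 (chromosome 10, 59323296 to 59373304), Bnip3, Mif (chromosome 10, 75859353 to 75860240) and Pdk1 (chromosome 2, 71873224 to 71903858), at log2 fold changes of 0.70, 0.96, 0.56 and 0.57. Their p adjusted over all genes was between 0.0684 and 0.210, but all 4 passed that threshold with DESeq2 and with the erythroid and late granule scores as covariates.

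The glycolysis list (20 genes) was also higher in both lines, with a median log2 fold change of 0.24 in P2KO and 0.43 in P2H2KO and 19 of 20 genes higher in each. Its camera adjusted p was 2.58e-11 and 5.87e-26. Under fry it was called in the P2H2 line only (adjusted p 0.0140, against 0.0608 in the P2 line), and with the estimated correlation in neither (adjusted p 0.0605 in the P2H2 line and 0.1502 in the P2 line). Adjusted over the list alone, 3 genes were called in P2KO and 10 in P2H2KO, all higher, against 3 in each with adjustment over all genes tested. In the P2H2 line these included Slc2a1 (chromosome 4, 119108711 to 119137983; overlapping Gm12868), the gene of a glucose transporter, at a log2 fold change of 0.90 (SE 0.18), and Gapdh (chromosome 6, 125161715 to 125166467; overlapping Iffo1) at 0.60 (SE 0.13). Neither passed the threshold over all genes (edgeR adjusted p 0.368 and 0.537), but both did with DESeq2 (adjusted p 0.00224 and 0.00707) and with the title numbers as a covariate (0.0363 and 0.00418). With the erythroid and late granule scores as covariates Slc2a1 passed (edgeR adjusted p 0.0210) and Gapdh did not. The counts of Gapdh are uncertain because the pseudogene Gm13394, named after its values were seen, is 99.9% identical to it over 1000 bases. With the counts of both added, the means were 614 ± 91.8 CPM in P2H2KO and 473 ± 65.4 CPM in P2H2WT, a log2 ratio of 0.37 with overlap between the groups.

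The adhesion and chemotaxis list (21 genes), which is close to cell movement, did not change in a way that held across the tests. Its median log2 fold change was -0.0086 in the P2 line (camera adjusted p 0.106, fry 0.880) and 0.10 in the P2H2 line (camera adjusted p 0.00447, fry 0.633). It had 0 genes called over the list alone in each comparison, with 0, 2 and 0 at an unadjusted p under 0.05.

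**Figure D3:**
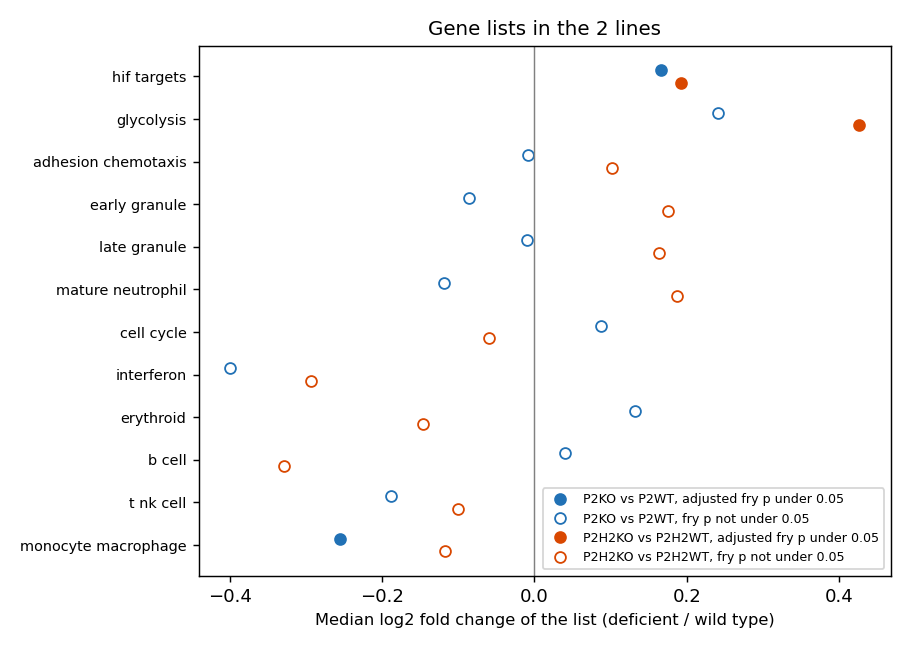
Median log2 fold change (deficient over wild type) of 12 gene lists in the P2 line (blue) and in the P2H2 line (orange); filled points have a fry adjusted p under 0.05. The HIF target list is filled in both lines, the monocyte and macrophage list only in the P2 line at -0.26, and the glycolysis list only in the P2H2 line at 0.43.

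The other 9 lists described cell states and cell types. Over all 13 lists, camera called 7 in the P2 line, 13 in the P2H2 line and 11 in the contrast between the lines. Fry called 2, 2 and 0, and the estimated correlation 2, 1 and 0. The monocyte and macrophage list was lower in P2KO under all these tests, with a median log2 fold change of -0.26, 17 of 17 genes lower and adjusted p values of 4.38e-11, 0.00626 and 0.00530. In P2H2KO its median was -0.12, with 11 of 17 genes lower and 6 higher (camera adjusted p 1.15e-05, fry 0.264). The interferon list was lower in both lines, with medians of -0.40 and -0.29 and 19 of 19 genes lower in each (camera adjusted p 4.38e-11 and 1.55e-06), but fry gave 0.213 and 0.633. The T and NK cell list had medians of -0.19 and -0.10, with camera adjusted p values of 1.64e-07 and 0.0329 and fry values of 0.103 and 0.658. Adjusted over the list alone, 2 genes of the T and NK cell list were lower in P2KO. The other 8 lists had 0 such genes in either line, with 0 to 7 genes per list at an unadjusted p under 0.05 in the P2 line and 0 to 8 in the P2H2 line.

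The remaining 6 lists had medians of opposite sign in the 2 lines, and none was called by fry in either. The medians in P2KO and in P2H2KO were -0.12 and 0.19 for the mature neutrophil list, -0.0095 and 0.16 for the late granule list, -0.085 and 0.17 for the early granule list, 0.087 and -0.060 for the cell cycle list, 0.13 and -0.15 for the erythroid list, and 0.040 and -0.33 for the B cell list. The B cell list had 11 of 15 genes higher in P2KO although camera ranked it as lower. The camera adjusted p values in the P2 line were 0.0132, 0.208, 0.210, 0.00593, 0.0726 and 0.949 in that order. In the P2H2 line they were 1.15e-05, 0.0170, 0.0109, 0.0238, 0.00125 and 0.000194.

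The libraries also carried abundant transcripts of other marrow cells, although they were described as sorted neutrophils. The 16 genes of the late granule list, which neutrophil precursors and neutrophils express, took 6.21 ± 2.17% of counts in P2KO, 6.49 ± 1.12% in P2WT, 7.97 ± 1.98% in P2H2KO and 7.25 ± 1.25% in P2H2WT. The erythroid list took 4.54 ± 1.18%, 4.30 ± 0.643%, 4.25 ± 1.14% and 4.86 ± 0.815%, and the cell cycle list 1.12 ± 0.186%, 1.04 ± 0.124%, 0.894 ± 0.184% and 0.918 ± 0.103%. The differences between genotypes were smaller than the spread between libraries in each of these. The haemoglobin gene Hbb-bs had a mean of 12962 CPM over the 16 libraries, close to the 13162 CPM of the neutrophil gene S100a9. The changes given here, and the absence of a change in Rhoa or the adhesion and chemotaxis list, can therefore not be assigned to neutrophils alone.

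**Figure D4:**
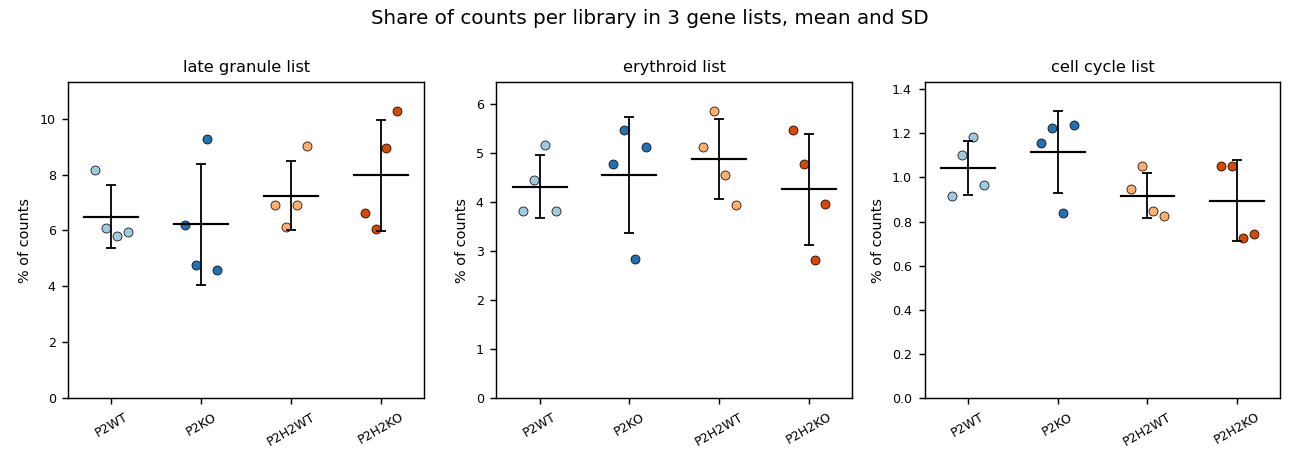
Share of all counts (percent, linear axis from 0) in the late granule, erythroid and cell cycle lists, per library; points are libraries, horizontal lines group means and bars 1 SD (n = 4). Genotypes overlap in each line, and the erythroid list takes a mean of 4.25% to 4.86% of counts in all 4 groups.

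The wild-type groups of the lines were compared as a gauge of how far the lines differ without any deletion. Of 13593 genes tested, 166 had an adjusted p under 0.05 (edgeR), with 148 higher and 18 lower in P2WT than in P2H2WT, and 1543 genes (11.4%) had an unadjusted p under 0.05. This was more than either deficiency gave. The count ranged from 76 without P2WT replicate 10 to 167 without P2H2WT replicate 14, and a single fit of all 16 libraries gave 32, with 17 higher and 15 lower. Line, table and any unrecorded batch cannot be told apart in this comparison. Epas1 was among the genes higher in P2WT (log2 fold change 1.49, SE 0.19, edgeR adjusted p 0.00764), a larger change than that of Epas1 between genotypes in either line.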

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

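Of the tests in this part, the fits with list scores or title numbers as covariates and the ranking of splits by list scores were chosen after the result was seen, and the reading of the interferon test was settled after its value was known. In 8 of the 132 groups of 4 libraries examined for a single library far from the other 3, such a library was found, where chance alone gives about 6.6. Grhpr was at 16.3 CPM in P2H2KO replicate 15 and between 20.2 and 20.9 CPM in the other 3. Dubr was at 33.4 CPM in P2KO replicate 6 against 16.3 to 17.4 CPM, and this library widened the spread behind the Dubr result in the P2 line. P4ha1 was at 27.0 CPM in P2WT replicate 10 against 32.9 to 33.5 CPM. The late granule list took 8.16% of counts in P2WT replicate 10 against 5.78% to 6.09%, and the mature neutrophil list 0.436% against 0.279% to 0.299% in the same library. The interferon list took 0.0994% in P2H2KO replicate 17 against 0.0832% to 0.0845%, the B cell list 0.313% in P2WT replicate 3 against 0.232% to 0.246%, and the monocyte and macrophage list 0.454% in P2WT replicate 7 against 0.368% to 0.381%. The total count, the number of genes with a count and the share of the 10 most abundant genes were examined in the same way and no library stood apart in them, which argues against depth as the common source. The number is near that of chance, and no other explanation was tested for the single libraries.

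By camera, the P2 and P2H2 effects differed in 11 of the 13 lists. Among them the adjusted p was 0.0492 for HIF targets, 0.000642 for glycolysis, 0.00554 for adhesion and chemotaxis, 0.00665 for early granule, 0.0129 for late granule, 5.39e-05 for mature neutrophil, 0.000726 for cell cycle, 0.000642 for erythroid, 0.00554 for B cell and 0.0120 for T and NK cell. The medians of the contrast were small, from -0.26 for mature neutrophil to 0.38 for B cell, and glycolysis stood at -0.18 with 18 of 20 genes lower. Of 100 regroupings within the lines, the real one included, 5 gave as many lists, and the median regrouping gave 7, so the number of lists stood at the edge of what other groupings give. For single study lists other groupings argue against reading the contrast as an effect of the genotypes. A camera p as small arose in 39 of the 100 for HIF targets, 19 for glycolysis and 38 for adhesion and chemotaxis. With fry and with an estimated correlation, 0 lists were called. The smallest unadjusted fry p was 0.178. That arbitrary regroupings call a median of 7 lists shows that the preset correlation of 0.01 is too small for these libraries. A true difference of the size of these medians stays open and cannot be excluded with 4 libraries per group.

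The lists were set against other splits within the lines as well. Of the 35 splits of the 8 P2 libraries, the real one included, 22 gave as many called lists as the real one, and in the P2H2 line 2 of 35 did. For adhesion and chemotaxis, 20 and 10 of the 35 splits gave a camera p as small in the P2 and P2H2 lines. For interferon the numbers were 3 and 7. For HIF targets only the real split did so in each line (1 of 35), for glycolysis 2 in the P2 line and 1 in the P2H2 line, and for the monocyte and macrophage list 1 in each. By camera p, the list results that stood apart from the groupings in both lines were thus those of HIF targets and of monocytes and macrophages, although fry did not call the latter in the P2H2 line (adjusted p 0.264).

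The counts of called genes were set against the same splits. In the P2 line 2 of the 35 splits gave 6 genes or more, the real one included, in the P2H2 line 2 of 35 gave 10 or more, and between the wild-type groups 2 of 35 gave 166 or more. The median split gave 0 genes in each. In each case 1 other split gave far more than the real one. In the P2H2 line it parted the libraries numbered 11 to 14 from those numbered 15 to 18 and gave 3804 genes, and each side held 2 libraries of each genotype. The labels name no batch, but the numbers may follow the order of preparation, and with them as a covariate the real comparison gave 28 genes, including all 10. This split nearly follows the suffix as well, since replicate 18 is the only m library among the higher numbers. In the P2 line the other split set P2KO replicates 1, 5 and 9 with P2WT replicate 4 against the rest and gave 914 genes, and it follows no label. Between the wild-type groups it set P2WT replicates 7 and 10 with P2H2WT replicates 16 and 18 against the rest and gave 746 genes. These 4 include all 3 f libraries of the wild-type groups, so this split nearly follows the suffix, and with the suffix as a covariate the comparison gave 242 genes, 149 of them among the 166. All 3 of these splits parted the libraries by the erythroid score without overlap, and RNA from other marrow cells in varying shares may be their common source. Ranked among the 35 splits by the difference of mean erythroid scores, each was number 1, and each was number 1 by the cell cycle score as well. By the late granule score they were number 5 in the P2 line, 2 in the P2H2 line and 9 between the wild-type groups. By the adhesion and chemotaxis score they were number 1, 1 and 2. This score is not free of cell content, as it rose with the late granule score. In the P2 line both were lowest in P2KO replicate 9 (6.79 and 10.6) and highest in P2KO replicate 6 (7.68 and 11.7). The ranks alone do not settle the source. In the P2H2 line and between the wild-type groups the erythroid axis nearly follows the suffix, so the contributions of axis and suffix are not separated there. With the erythroid and late granule scores as covariates the real comparisons gave 23 genes in the P2 line and 24 in the P2H2 line. For the contrast between the lines all 100 regroupings gave 0 genes or more, as they must when the real count is 0, and the relation of effects across genes was matched by 51 of 100.

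A difference in cell composition between the groups was weighed as an explanation for the called genes. With the erythroid and late granule scores of each library as covariates, the median ratio of the log2 fold change to that without them was 0.999 for the 6 genes of the P2 line and 0.969 for the 10 genes of the P2H2 line. All of these genes stayed past the threshold, which argues against composition along these scores as their cause. The lower monocyte and macrophage list was weighed in the same way. Its median log2 fold change went from -0.26 to -0.24 in the P2 line and from -0.12 to -0.27 in the P2H2 line with the same covariates, so the erythroid and granulocyte shares do not account for it. The share of counts in the list was 0.333 ± 0.0255% in P2KO and 0.394 ± 0.0405% in P2WT, but 0.397 ± 0.0949% in P2H2KO and 0.410 ± 0.0797% in P2H2WT, a difference within the spread. A lower share of macrophages, or lower expression in them, stays open as a hypothesis for the P2 line.

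The interferon list was lower in both deficient groups, and macrophages carrying interferon transcripts may contribute to this. With the monocyte and macrophage score as a covariate, the median of the interferon list moved from -0.40 to 0.087 in the P2 line and from -0.29 to -0.019 in the P2H2 line. In the P2 line the highest macrophage score of a P2KO library, 7.09, lay below the lowest of a P2WT library, 7.22, so this score and the genotype are nearly the same variable there, and their contributions cannot be told apart. The HIF target list also fell under this covariate in the P2 line, from 0.17 to 0.072, but rose in the P2H2 line from 0.19 to 0.36. What keeps this open is the overlap of score and genotype in the P2 line and the few libraries in each.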

How the results depend on the processing

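Of the alternatives in this part, the erythroid and late granule scores and the title numbers as covariates were chosen after the result was seen. The 6 genes of the P2 line were all kept by DESeq2-type size factors, no filter, DESeq2, the fit that was not robust, the single fit of all 16 libraries and the score covariates. Upper-quartile factors, the count minimum of 10 and counts without haemoglobin and mitochondrial genes kept 5 and the suffix covariate 4. In the P2H2 line 9 or 10 of the 10 genes were kept under every alternative other than leaving out a library. The contrast between the lines gave 0 genes under all 10 alternatives and all 16 fits without 1 library, with 143 to 600 genes at an unadjusted p under 0.05. Lists were tested under fewer alternatives, 5 in the P2 line and 6 in the P2H2 line. The HIF target list stayed past the threshold in all of these and in the fits without 1 library. Its adjusted p values reached 0.00530 in the P2 line and 0.00309 in the P2H2 line. The cause was not tested for any change given here unless a cause is named.

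DESeq2 called 23 genes in the P2 line (13 higher), 42 in the P2H2 line (33 higher) and 419 between the wild-type groups (349 higher). The count minimum of 10, which tests fewer genes, gave 87 genes between the wild-type groups (82 higher) and a Rhoa log2 fold change of -0.0025 in the P2H2 line. A single fit of all 16 libraries gave 10 genes in the P2 line (10 higher) and 32 between the wild-type groups (17 higher). With DESeq2-type size factors the B cell list turned to higher in the P2 line (adjusted p 0.926) and the contrast of the HIF target list lost its call (0.0508). Rhoa in the P2H2 line turned to -0.0089 without a filter and to -0.00076 without haemoglobin and mitochondrial genes. The contrast of Egln1 turned to 0.0065 with upper-quartile factors and to 0.011 without a filter. These log2 values are below the standard errors of 0.098 for Rhoa in the P2H2 line and 0.12 for Egln1 in the contrast, so their sign carries no information.

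Fry called 2 lists in the P2 line, 2 in the P2H2 line and 0 in the contrast, and the estimated correlation 2, 1 and 0. The smallest unadjusted fry p of a list in the contrast was 0.178, and the smallest adjusted p with the estimated correlation 0.585. Under fry the adjusted p was 0.0608 for glycolysis in the P2 line, 0.968 for the B cell list there (turned to higher) and 0.633 for adhesion and chemotaxis in the P2H2 line. In the contrast it was 0.682 for HIF targets, glycolysis and adhesion and chemotaxis alike. With the estimated correlation it was 0.1502 and 0.0605 for glycolysis in the P2 and P2H2 lines, 0.495 for adhesion and chemotaxis in the P2H2 line, and 0.585 for each of these 3 lists in the contrast. Both tests let the genes of a list vary together, which the preset correlation of 0.01 hardly does.

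With the suffix as a covariate, 5 lists were called in the P2H2 line and the correlation of fold changes across genes rose to 0.236. Adhesion and chemotaxis lost its call in the P2H2 line (adjusted p 0.252), as did HIF targets (0.0789) in the contrast. The direction turned for the B cell list in the P2 line (0.762), the cell cycle list in the P2H2 line (0.615), and the interferon (0.201) and monocyte and macrophage lists (0.643) in the contrast. Rhoa turned to -0.053 in the P2H2 line and 0.017 in the contrast, and Egln1 to -0.0057 and 0.016.

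With the erythroid and late granule scores as covariates, 23 genes were called in the P2 line (21 higher) and 24 in the P2H2 line (21 higher), and 5 lists in the P2H2 line and 4 in the contrast. Adhesion and chemotaxis lost its call in the P2H2 line (adjusted p 0.416) and the contrast (0.460), as did glycolysis (0.0983) and HIF targets (0.223) in the contrast. The direction also turned for the late granule (0.627) and erythroid lists (0.997) in the P2 line, the cell cycle list in the P2H2 line (0.163) and the contrast (0.851), and the interferon list in the contrast (0.0325). The covariates hold the erythroid and late granule lists themselves, so their own results there are fixed by construction. Rhoa turned to 0.0018, -0.055 and 0.042 in the P2 line, the P2H2 line and the contrast, and Egln1 to -0.022 and 0.083 in the P2H2 line and the contrast. With the title numbers as a covariate, 28 genes were called in the P2H2 line (25 higher) and Rhoa stood at -0.0019. In the contrast that covariate left 0 genes and 10 lists called, HIF targets lost its call (adjusted p 0.0830) and Egln1 turned to 0.0019.

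Leaving out each library in turn gave 4 to 6 genes in the P2 line, 6 (without P2H2WT replicate 13) to 9 in the P2H2 line, and 76 (without P2WT replicate 10) to 167 between the wild-type groups. The lists called numbered 5 to 11 (without P2KO replicate 6) in the P2 line, 5 (without P2H2WT replicate 14) to 13 in the P2H2 line, and 3 (without P2KO replicate 9) to 11 in the contrast. The correlation of fold changes ranged from 0.00379 (without P2KO replicate 6) to 0.262 (without P2H2KO replicate 15). Adjusted p values for adhesion and chemotaxis ranged from 3.04e-05 (without P2KO replicate 6) to 0.904 in the P2 line, from 0.000207 to 0.319 (without P2H2KO replicate 15) in the P2H2 line, and from 2.39e-06 to 0.124 (without P2KO replicate 9) in the contrast. In the contrast they ranged from 8.31e-07 to 0.0832 (without P2KO replicate 9) for glycolysis and from 0.0168 to 0.235 (without P2H2KO replicate 17) for HIF targets.

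Directions also turned in lists of cell states and types. In the P2 line the range was 0.00124 (without P2KO replicate 1) to 0.984 (without P2WT replicate 7) for early granule, 1.29e-05 (without P2KO replicate 6) to 0.903 (without P2WT replicate 10) for late granule and 0.0115 (without P2KO replicate 9) to 0.904 for the B cell list. In the P2H2 line it was 1.85e-05 to 0.757 (without P2H2KO replicate 17) for late granule, 2.09e-05 to 0.611 (without P2H2WT replicate 14) for cell cycle and 9.22e-08 to 0.914 (without P2H2KO replicate 15) for erythroid. In the contrast it was 0.0352 (without P2H2WT replicate 18) to 0.966 for interferon and 0.0754 to 0.922 (without P2H2KO replicate 17) for the monocyte and macrophage list. Log2 fold changes ranged from -0.27 (without P2KO replicate 9) to 0.50 for Epas1 in the P2 line, from -0.050 to 0.095, -0.023 to 0.061 and -0.088 to 0.059 for Egln1 in the P2 line, the P2H2 line and the contrast, and from -0.085 to 0.0073, -0.058 to 0.051 and -0.10 to 0.015 for Rhoa.

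Among single named genes and lists of cell states and types, 368 results under the other alternatives kept their direction and side of the threshold, 65 were weaker, 18 stronger and 27 turned direction. In the fits without 1 library 436 were the same, 82 weaker and 8 stronger, and 34 turned direction. For the median gene at 5 CPM or more counting error was a minor part of the standard error, and genes near 1 CPM, such as Gm6472 and Ankrd37 in wild-type libraries, rest on few counts there.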

Other observations

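All tests in this part except that of the genes around Gm6472 were chosen after the result was seen. Neither targeted gene was lower in the libraries labelled deficient, and mislabelled libraries were weighed as an explanation. The mean log2 CPM of the HIF target list was between 3.99 and 4.09 in P2KO and between 3.71 and 3.84 in P2WT, and between 3.92 and 4.11 in P2H2KO and between 3.69 and 3.76 in P2H2WT. The smaller of the 2 gaps between the lowest deficient and the highest wild-type library was 0.144, so all 8 deficient libraries lay above all wild-type libraries of their line, which argues against exchanged labels of deficient and wild-type libraries. An exchange of some or all libraries between P2KO and P2H2KO was tested with the 166 genes that differed between the wild-type groups. In their mean log2 CPM, with the sign of genes lower in P2WT turned, P2KO lay between 1.65 and 2.76 and P2H2KO between 0.397 and 1.12, a gap of 0.538. P2WT lay between 1.84 and 1.91 and P2H2WT between 0.251 and 0.402, so each deficient group lay nearer the controls of its own line. This argues against an exchange of the whole groups as finished libraries. The highest P2H2KO library, at 1.12, lay between the wild-type groups, so single libraries are less certain. As line, table and batch cannot be told apart in these genes, an exchange of mice or genotypes before preparation could not be seen in this score. Whether the names of the lines were exchanged together with their controls, or whether HIF2α was lost in P2H2KO, is not answered by these tables. A transcript that lacks single exons may keep the gene's count, and Egln1 may itself respond to HIF, so unaltered gene counts exclude neither deletion.

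Gm6472, a pseudogene of Rps7 on chromosome X, had the largest change of the called genes in both lines, from 1.07 to 12.4 CPM and from 1.27 to 14.1 CPM. A change of the whole neighbourhood was weighed first. The tested genes within 500 kb (Klf8, Rragb and, in the P2 line, Shroom2) had log2 fold changes of at most 0.24, against 3.54 and 3.46 for Gm6472, which argues against it. Reads of Rps7 stay open. The gain was at most 4.77% of the Rps7 level in wild-type libraries, and Rps7 was at 221 ± 27.1 CPM in P2KO and 244 ± 7.31 CPM in P2WT, and at 258 ± 11.2 CPM in P2H2KO and 269 ± 20.2 CPM in P2H2WT. A loss of the 11.3 and 12.8 CPM that Gm6472 gained would be within or near this spread, so reads that moved from the parent gene cannot be told apart from transcription of the pseudogene. That the rise was present in all 8 deficient libraries makes the locus one to examine in the reads.

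Epas1 was higher in P2WT than in P2H2WT (log2 fold change 1.49), and more endothelial RNA in the P2 libraries may contribute to this. An endothelial list of 20 genes was written after 4 of them (Tek, Flt4, Emcn and Robo4) had been seen among the top genes of the comparison. Without these 4, 12 of 13 tested genes were higher in P2WT, with a median log2 fold change of 1.26 (fry p 2.21e-06), somewhat below that of Epas1. The whole list took 0.0134 ± 0.000585% of counts in P2WT and 0.00771 ± 0.000413% in P2H2WT, and its most abundant gene, Eng, had a mean of 37.5 CPM. Only 7 of the 20 listed genes had a mean of 5 CPM or more. In relative terms the share differed less than Epas1, which was at 10.03 CPM in P2WT and 3.56 CPM in P2H2WT. The share therefore does not account for all of the Epas1 difference. Of the whole list, 16 of 17 tested genes were higher, and 13 of the 148 genes higher in P2WT were on this list. Since the HIF2α gene is expressed in endothelial cells, Epas1 counts in these libraries may report on such cells more than on neutrophils.

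Stromal RNA was tested in the same comparison with a bone stroma list of 20 genes, none of which had been seen. Of its genes, 19 of 20 were higher in P2WT than in P2H2WT, with a median log2 fold change of 1.21 (fry p 0.000510), and 6 were among the 148. Its share of counts was 0.267 ± 0.0341% in P2WT and 0.217 ± 0.0622% in P2H2WT, with Fn1 the most abundant at a mean of 1690 CPM, a gene that macrophages express as well. More stromal RNA in the P2 libraries is consistent with these values, and a difference in sorting or dissection between the lines, a batch and a biological difference between the lines all stay open.

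Erythroid transcripts were abundant in libraries labelled as sorted neutrophils, and RNA from other marrow cells in varying shares may be the source. The erythroid and late granule scores correlated with a Pearson r of -0.6435 over the 16 libraries (permutation p 0.00717, adjusted over the 9 relations computed 0.00922) and a Spearman coefficient of -0.556 (permutation p 0.0272, adjusted 0.0350). Without the 2 libraries farthest from the median erythroid score r was -0.51, and within the lines -0.786 and -0.781. Within the P2 line r was -0.783 (exact permutation p 0.0214, adjusted 0.0241) and the Spearman coefficient -0.643 (exact permutation p 0.0962, adjusted 0.0962), and within the P2H2 line r was -0.680 (exact permutation p 0.0568, adjusted 0.0568) and the Spearman coefficient -0.714 (exact permutation p 0.0576, adjusted 0.0648). The relation in the P2H2 line alone did not pass the threshold, and shares of 1 total tend to move against each other, so the source is not settled. The erythroid score went with the cell cycle score (r 0.881 over all libraries, permutation p 1e-05, the smallest that 100000 permutations can give, adjusted 4.5e-05; Spearman coefficient 0.853, permutation p 9e-05, adjusted 0.000405; r 0.822 without the 2 farthest libraries), with r of 0.979 and 0.947 and Spearman coefficients of 0.881 and 0.976 in the P2 and P2H2 lines (exact permutation p 0.00102 and 0.000223 for r, 0.00724 and 0.000397 for the latter).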
